# Sequencing and bioinformatics analysis of exosome-derived miRNAs in mouse models of pancreatic injury induced by OSA

**DOI:** 10.3389/fphys.2025.1712442

**Published:** 2025-11-11

**Authors:** Jiuhuang Lan, Jiayi Lin, Yaopeng Guo, Meilin Ji, Yizhao Lin, Qingshi Chen

**Keywords:** exosome-derived miRNAs, obstructive sleep apnea, pancreatic injury, chronic intermittent hypoxia, bioinformatics analysis

## Abstract

**Introduction:**

The role of exosomal miRNAs involved in the pathogenesis and development of pancreatic injury caused by obstructive sleep apnea (OSA) remains unclear. Here, miRNA sequencing (miRNA-seq) was used to investigate the expression profile of exosomal miRNAs in pancreatic tissue in a mouse model of chronic intermittent hypoxia (CIH) -induced pancreatic injury.

**Methods:**

Firstly, exosomes were isolated from pancreatic tissues of mice subjected to chronic intermittent hypoxia (CIH) or control conditions. Then, miRNA sequencing was performed, and differential expression analysis identified DE miRNAs. The potential functions of target genes were predicted by GO and KEGG analyses. Finally, a ceRNA interaction network was constructed to illustrate the relationships between miRNAs and targeted mRNAs.

**Results:**

A total of 55 newly predicted miRNAs and 277 existing miRNAs were identified in pancreatic tissue exosomes from the mouse model of chronic intermittent hypoxic-induced pancreatic injury. 3 upregulated and 33 downregulated miRNAs with differential expression were identified. 8 exosome-derived miRNAs were selected to construct CNC networks to predict target genes. Some targets and pathways were elucidated by GO analysis and KEGG analysis.

**Conclusion:**

Our work first comprehensively studied the expression profile of exosome-derived miRNA in pancreatic tissue of mouse models of OSA-induced pancreatic injury, bringing fresh perspectives on managing diabetes mellitus brought on by OSA.

## Introduction

As a prevalent chronic sleep disorder, obstructive sleep apnea (OSA) is characterized by chronic intermittent hypoxia (CIH). Multiple health impairments, including lung damage (Tuleta et al., 2016), renal injury (Zhao et al., 2021), metabolic disorders (Almendros et al., 2022), and cardiovascular disease (Chen et al., 2021), can arise from long-term untreated OSA. These conditions decrease quality of life and place a financial and psychological strain on patients. Moreover, the impairment of glucose metabolism and OSA are tightly associated. OSA is advised as a stand-alone risk factor for type 2 diabetes mellitus (Abud et al., 2019; Gabryelska et al., 2021). According to earlier findings, rats exposed to CIH may develop pancreatic damage and insulin secretion disorders as a result of OSA (Wang et al., 2017). In the meantime, CIH encourages high levels of reactive oxygen species generation, resulting in glucose intolerance and insulin resistance. Nevertheless, there are still relatively few research examining how OSA affects insulin, pancreatic cells, and diabetes, and the underlying molecular process is still unknown. Zeng, S., et al. have shown that OSA contributes to impaired glucose metabolism primarily through chronic intermittent hypoxia (CIH) and sleep fragmentation, which activate sympathetic nervous system activity and promote systemic inflammation and oxidative stress (Zeng et al., 2024). These processes can lead to insulin resistance and β-cell dysfunction, thereby increasing the risk of type 2 diabetes mellitus.

Exosomes are small extracellular vesicles that have a diameter of 30–150 nm with a double-layer lipid membrane structure. Mammals secrete them, and they can be found in blood, cell fluid, breast milk, urine, and other bodily fluids (Yang et al., 2020). Although they were treated as cellular waste products when they were first discovered, studies are now gradually showing that they are critical mediators of intercellular communication in various pathological and physiological processes (He et al., 2021; Whitford and Guterstam, 2019). Additionally, proteins, lipids, microRNAs (miRNAs), and other RNAs are carried by exosomes. It has been proposed that miRNAs, which are engaged in a variety of physiological and pathological processes, are responsible for a number of exosome biological effects (Mori et al., 2019; Hu et al., 2020; Isaac et al., 2021). Exosomal miRNAs are emerging as key regulators in the development of diabetes mellitus, primarily in terms of insulin resistance and pancreatic β-cell damage (Hu et al., 2021). Recent studies have shown that exosomes from pancreatic β-cells containing the miR-29 family (miR-29s) play a crucial role in modulating liver insulin sensitivity and glucose regulation. In particular, exosomes derived from the islets that carry miR-29s interact with insulin signaling pathways in the liver, thereby diminishing hepatic insulin sensitivity. (Li et al., 2021). Other studies have suggested that in diabetes mellitus, β-cell dysfunction or damage may be related to the enrichment of exosome-specific miRNA (Seyhan et al., 2016; Liu et al., 2020; Khan et al., 2022). Nonetheless, limited research has explored the changes in exosomal miRNAs within a pancreas affected by OSA.

In our work, exosomal miRNAs were extracted from pancreatic tissue in the mouse model and control group. Then the two groups of exosomal miRNAs were sequenced. After the miRNAs were quantitatively analyzed, the differentially expressed (DE) miRNAs were screened, the miRNA target genes (TGs) were predicted, and the DE miRNA TGs were functionally annotated and enriched. In addition, we predicted novel miRNAs and obtained their partial sequences. Collectively, our research is the first to uncover the expression patterns and possible functions of modified exosomal miRNAs in the pancreases of mice subjected to CIH. These findings could provide new targets for the clinical treatment of diabetes mellitus caused by OSA in humans.

## Methods

### Preparation of animal models

In this work, BALB/c mice from Weitong Lihua in Beijing, China were employed. The license for the use of experimental animals is SCXK (MIN) 2022–0001, while the production license is SCXK (JING) 2021–0006. The research protocol was approved by the Research Ethics Committee of Fujian Medical University’s Second Affiliated Hospital. All mice were fed with unlimited access to water and food.

We used our previously published approach to establish the CIH model (Chen et al., 2019). Simply put, we took 18 mice mentioned above and randomly divided them into 2 groups. There were 9 mice in the CIH group and 9 mice in the control group. During the modeling period of 8 weeks, a small number of mice in the CIH group succumbed to the severe hypoxic stress. These deceased mice were promptly excluded, and the cohort was replenished to maintain an adequate sample size for the protocol. From the final surviving cohorts in each group, 3 mice were randomly selected for the subsequent experiments. All the mice that were allocated to the CIH group were kept in specially designed, commercially available chambers (ProOx-100-CIH-M, Shanghai TOW Intelligent Technology Co., Ltd.). The system pumps pure nitrogen into the chamber and reduces O_2_ to 6% in 60 s. Then, the control system permits rapid oxygen replenishment, which causes O_2_ to reoxidize quickly to 21% in 60 s. For a total of 8 weeks, this 2-min CIH cycle is repeated thirty times every hour for eight hours each day. In the control group, the tube of the experimental device was directly connected to the indoor air during the entire experiment. Following 8 weeks of exposure to CIH, all mice were put to sleep with isoflurane anesthesia and then euthanized by cervical dislocation performed by a qualified practitioner. After that, the tissues of the pancreas were harvested and sectioned, with all assessments performed in a blinded manner by two experienced pathologists.

### Exosome isolation and RNA extraction

Following a 5-min 500×g centrifugation of the liquid sample, the cells were extracted from the sample. Then, the supernatant was centrifuged for 10 min at 2000×g after being transferred to another polycarbonate tube. Next, the shed microvesicles were removed by centrifuging at 10,000×g for 30 min. Using a 0.22 μm membrane filter, the centrifuged supernatant from centrifugation was filtered and centrifuged at 100,000×g for 2 h. Exosome particles were washed once in 1×PBS, then re-suspended in 1×PBS, and kept for subsequent use at −80 °C. The isolated vesicles were identified as exosomes based on their cup-shaped morphology observed under transmission electron microscopy and their size distribution as determined by nanoparticle tracking analysis. And exosomes were isolated from pancreatic tissue homogenates using differential ultracentrifugation, a widely established method for enriching extracellular vesicles from biological samples (Bashir et al., 2025).

TRI Reagent (Sigma: T9424) was used to extract RNA from the samples. Through the use of denatured agar-gel electrophoresis and ultraviolet-ultraviolet spectrophotometry (NanoDrop® ND-1000), the purity, concentration, and integrity of RNA samples for transcriptomic sequencing were certified.

### Electron microscopy

The exosomes’ morphology was examined using Tecnai G2 Spirit 120 KV transmission electron microscopy. In brief, PBS was used to dilute the suspended exosomes before each sample was placed on a copper grid coated with carbon. After letting the exosomes precipitate for 10 minutes, airflow mesh paper was used to adsorber the residual solution. After immersing the mesh in 3% glutaraldehyde for 5 minutes at room temperature, it was washed ten times with deionized water. After that, the copper grid was exposed to a 4% uranyl acetate solution for 10 min at room temperature and a 1% methylcellulose solution for 5 min at the same temperature. In 30 min, the samples were dried and inspected under a transmission electron microscope.

### miRNA sequencing and data analysis

Using miRBase, reads from the reference genome were compared to mature sequences of known miRNAs with a maximum of one mismatch allowed. The range of matches was 2 nt upstream and 5 nt downstream. The readings that were found were regarded as known miRNAs. Based on the biological characteristics of miRNA, the potential precursor sequences were found by the Illumina Genome Analyzer IIx program by comparing readings with genome location data. RNA-fold (version 2.1.7) and the read distribution on the precursor sequence were used to evaluate energy information for the precursor structure using a Bayesian model (Najeh et al., 2021). This model took into account features related to miRNA synthesis, mature sequence characteristics, star sequences, and loops, and consequently predicted novel miRNA. Each sample’s miRNA expression levels were counted, and the transcript per million (TPM) approach was then used to standardize the result (Zhao et al., 2020).

DESeq2 is suitable for biological repetition studies, whereas differential expression analysis between sample groups may be utilized to acquire DE miRNA sets between two biological scenarios (McDermaid et al., 2019). DE miRNAs between two samples can be identified in research without biological replication by using EdgeR (Liu et al., 2021). In our current study, DESeq2 was used to compare the relative expression levels of the two (groups) samples, and the DE miRNAs were categorized as either upregulated or downregulated. The fold change (FC) and P value in expression were used to determine the screening threshold for the identification of DE miRNAs, which was as follows: |log2 (FC)|≥2, P-value <0.05. To lower the false discovery rate (FDR) and correct the P values used in the identification of DE miRNAs, the Benjamini Hochberg technique was applied.

### GO annotation and KEGG pathway enrichment analysis

For the target genes identified by exosome-derived miRNAs, we carried out KEGG pathway enrichment analysis and GO analysis to get more insight into the biological functions of the genes. The categories of biological process (BP), molecular function (MF), and cellular component (CC) were present. The important routes all have a p-value of less than 0.05.

### Construction of a ceRNA interaction network

To construct the miRNA-mRNA network, 8 significantly differentially expressed miRNAs were chosen using Arraystar’s in-house miRNA target prediction software, which was developed using TargetScan and miRanda. Next, we constructed a competitive endogenous RNA (ceRNA) network using Cytoscape 2.8.3 with eight selected miRNAs and targeted genes. Pearson’s correlation coefficient was set at (r) > 0.97.

### qPCR

The quantitative PCR (qPCR) procedure was performed following the MIQE guidelines, using well-validated protocols for miRNA quantification (Bustin, 2024). The qPCR primers were synthesized by Shanghai Aksomics Biotechnology Co., Ltd., and their sequences are displayed in Table1. QuantStudio5 Real-time PCR system was used to prepare the qPCR reaction system. The raw materials included forward and reverse primers and cDNA templates, and the above materials were added into the PCR reaction tube and thoroughly mixed. 5µL of 2X PCR master mix (Arraystar: AS-MR-006–5), 0.5 µL of forward primer (10 µM), 0.5 µL of reverse primer (10 µM), and 8 µL of nuclease-free water made up the reaction system. The steps are as follows: the PCR reaction was performed at 95 °C for 10 min. Bow through 40 PCR cycles, with each cycle consisting of 10 s of denaturation at 95 °C and 60 s of annealing at 60 °C. Lastly, 1 cycle of melting curve analysis cycle was run for 10 s at 95 °C, 60 s for 60 °C, and 15 s for 95 °C. The miRNA enrichment was detected by qPCR using 2^-△△^^Ct^ technique. Quantitative PCR was performed for each cDNA sample in technical triplicate.

**TABLE 1:** Primers used for qPCR.

Genes	Sequence	Tm (°C)	Lengths (bp)
U6	F: 5′GCTTCGGCAGCACATATACTAAAAT3′ R: 5′CGCTTCACGAATTTGCGTGTCAT3′	60	89
mmu-miR-181d-5p	GSP: 5′ GGGGCATTCATTGTTGTCG3′ R: 5′ GTGCGTGTCGTGGAGTCG3′	60	63
mmu-miR-217-5p	GSP: 5′GGGGATACTGCATCAGGAACT3′ R: 5′ GTGCGTGTCGTGGAGTCG3′	60	86
mmu-miR-96-5p	GGTTTGGCACTAGCACAT R: 5′CAGTGCGTGTCGTGGAGT3′	60	66
mmu-miR-5119	GSP: 5′GGGGGTCATCTCATCCTGG3′ R: 5′GTGCGTGTCGTGGAGTCG3′	60	63
mmu-let-7b-3p	GSP:5′GGGGGCTATACAACCTACTGC3′ R:5′GTGCGTGTCGTGGAGTCG3′	60	65
mmu-miR-382-5p	GSP:5′GGGGAAGTTGTTCGTGGTG3′ R: 5′GTGCGTGTCGTGGAGTCG3′	60	63
mmu-miR-484	GSP:5′GAATCAGGCTCAGTCCCC3′ R: 5′CAGTGCGTGTCGTGGAGT3′	60	65
mmu-miR-744-5p	GSP: 5′ATGCGGGGCTAGGGCT3′ R:5′CAGTGCGTGTCGTGGAGT3′	60	61

GSP, Specific primer corresponding to miRNA; R, Primers that match RT primers.

### Methods of statistical analysis

Using IBM SPSS 22.0, the chi-square test was employed to compare the fraction of exosomes with no annotation. The Bonferroni’s test was conducted to compare exosome concentration, relative protein levels, and relative mRNA expression between the two groups. The derived P-values were corrected using the Benjamini–Hochberg method for decreasing the FDR. DESeq2 was used to classify exosome-derived miRNAs with |log2(FC)|≥2; P-value <0.05 as DE miRNAs.

## Results

### Observation of exosomes from pancreatic cells

The histological characteristics of exosomes from mouse pancreatic cells were observed. Exosomes isolated from mouse pancreatic tissue were found to have a cup-shaped form using electron microscopy (Figure 1). According to the NTA results, the median diameter of exosomes isolated from pancreatic tissue was 100 nm. In addition, the characterization of specific exosomal protein markers (e.g., CD63, CD81, TSG101) and a direct comparative analysis of exosomes from both groups were not performed in this preliminary study, which are limitations that future work will address.

**FIGURE 1:**
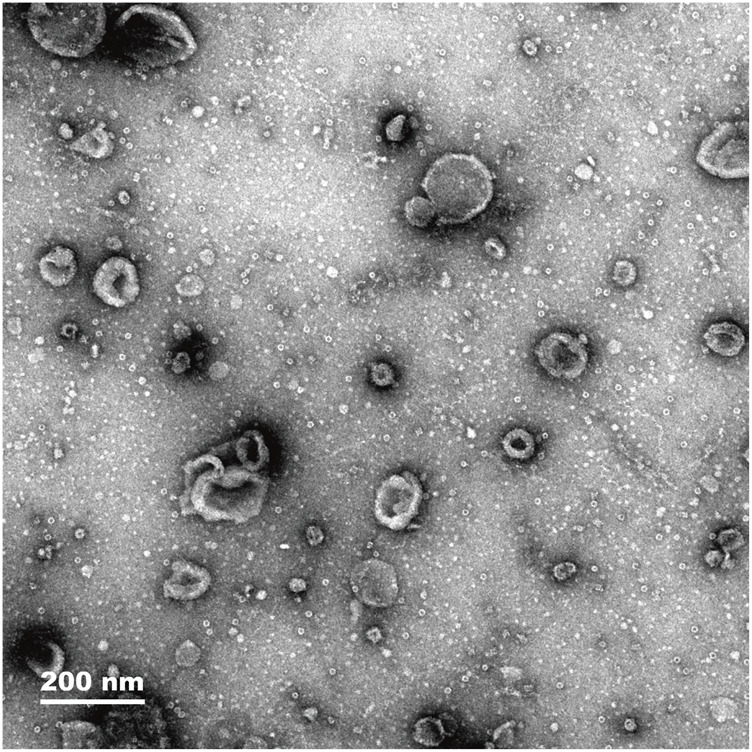
Electron microscopy images showing exosome density of pancreas tissue (magnification, 200 nm).

### sRNA classification and DE miRNAs

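Small RNA from exosomes of pancreatic tissue was sequenced in 6 libraries, 3 from mice exposed to CIH and 3 from control mice. In each 2-min cycle of CIH the oxygen fell to 6% and returned to 21%, with 30 cycles per hour for 8 h a day over 8 weeks. The sample labels describe RNA of the tissue, and the description of the paper, exosomes from tissue homogenates, is used here. The deposited table gives 1 normalized value for each of 277 known miRNAs in each library. Every value (100% of them, within 1e-06 reads) was a whole number of reads times a fixed step, so the reads of each library were recovered. Known miRNAs took 950200, 6607567 and 7772599 reads in control replicates 1, 2 and 3, and 6812405, 7238396 and 7944935 reads in CIH replicates 1, 2 and 3. The CPM that edgeR gives after TMM scaling of these reads differed from the deposited values by at most 4.19e-09, and the values are called normalized values here. The TMM factor was 16.5 in control replicate 1 and 0.345 to 0.798 in the other libraries. As a result, 1 read was worth 0.0639 units in control replicate 1 and 0.188 to 0.365 units elsewhere. Groups were compared with limma on log2(normalized value + 1), a scale that understates the change of low miRNAs, over the 147 miRNAs with a value of at least 1 in 3 or more libraries. With 3 libraries against 3, the smallest two-sided p of an exact permutation test is 0.1.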

Exosomes have been found to include a variety of sRNA types. Using a range of databases, clean reads were filtered using the Bowtie tool, which eliminates non-coding RNAs (ncRNAs) such rRNA, tRNA, snRNA, and snoRNA and repeats to produce unannotated reads that contain miRNAs. The percentage of unlabeled reads containing miRNAs in total sRNAs isolated from mouse pancreatic tissue exosomes was 16.57% (Figure 2A).

**FIGURE 2:**
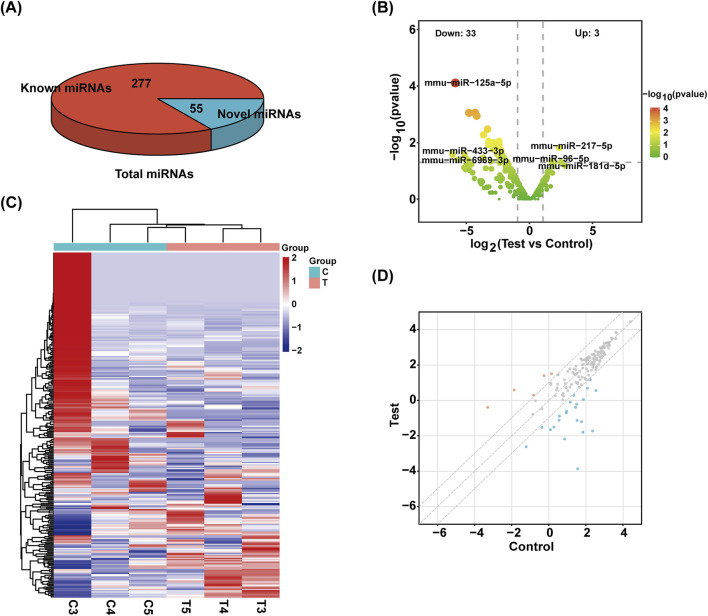
Identification of sRNA. **(A)** The total number of miRNAs identified and the number of known and unknown miRNAs. **(B)** Volcanic map of miRNAs. The samples were classified according to the similarity of different expression levels or quantities and the close relationship between them (|FC| ≥ 2, P-value <0.05). **(C)** The heat maps of different miRNAs are grouped hierarchically. Red means up, blue means down. **(D)** Scatter plot of miRNAs. The values on the X and Y-axes represent the fold change of normalized signal values for each group (|FC| ≥ 2).

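Each of the 277 known miRNAs had at least 1 read in at least 1 library, and 150 had a read in all 6. miR-148a-3p, an abundant miRNA of pancreatic acinar cells, took most of the reads. Its share was 78.0% (95% Wilson interval 77.9 to 78.1%) in control replicate 1 and 97.4 to 99.2% in the other libraries. miR-375-3p, the main islet miRNA, took 8.43% (95% Wilson interval 8.38 to 8.49%) of the reads in control replicate 1 and 0.0231 to 0.107% elsewhere. Much of this gap goes with the share of miR-148a-3p. Among the reads of other miRNAs, miR-375-3p took 38.4% in control replicate 1 and 3.07 to 8.70% elsewhere. At least 1 read was found for 276 miRNAs in control replicate 1. This library had the fewest reads in all but the most reads of miRNAs other than miR-148a-3p, 208733 against 59655 to 190081 in the others. The number of miRNAs with a read was 206 and 197 in the other control libraries and 188, 197 and 187 in the CIH libraries. Control replicate 1 was the only library with reads of 39 miRNAs, and 238 were listed without it. The hypoxia-induced miR-210 was not among the listed miRNAs. Intervals cover counting error only, since copies made by PCR are not independent molecules.

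**Figure D1:**
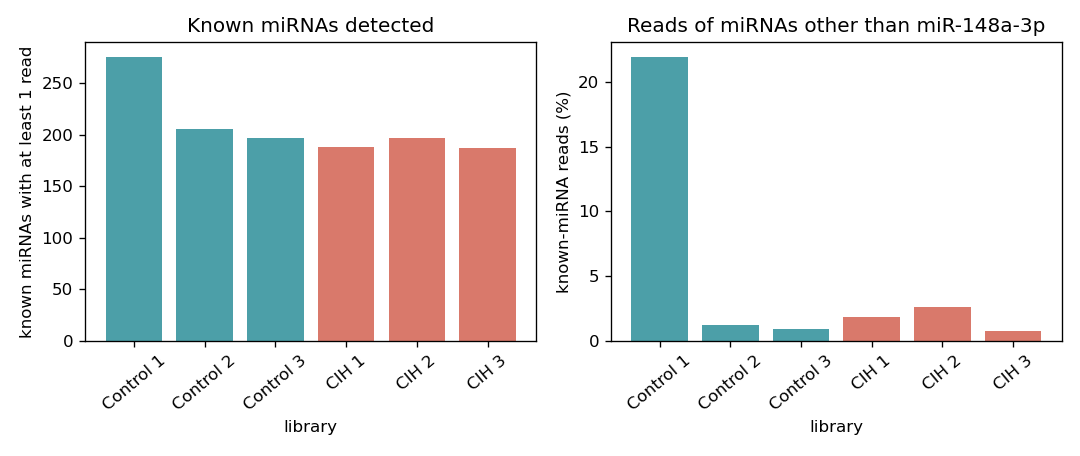
Known miRNAs with at least 1 read (left) and the percent of known-miRNA reads that went to miRNAs other than miR-148a-3p (right) in each of the 3 control and 3 CIH libraries. Control 1 lists 276 miRNAs, and the other libraries list 187 to 206.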

Overall, 332 miRNAs were found by sRNA sequencing of mouse pancreatic exosomes, comprising 277 known miRNAs and 55 newly predicted miRNAs. Table 2 demonstrated the top 10 newly predicted miRNAs with high miRDeep2 Score expression. Using |log2 (FC)|≥2; P < 0.05 as references, 3 upregulated miRNAs and 33 downregulated miRNAs were found among the known miRNAs. mmu-miR-181d-5p, mmu-miR-217-5p and mmu-miR-96-5p were the upregulated miRNAs. mmu-miR-433-3p, mmu-miR-6969-3p, mmu-miR-125a-5p, mmu-miR-5119, mmu-miR-5126, mmu-miR-410-3p, mmu-miR-744-5p, mmu-miR-125b-5p, mmu-let-7d-3p and mmu-miR-128-3p were the top 10 DE miRNAs in downregulated miRNAs. mmu-miR-96-5p has been proven to regulate the INS/AKT axis *PIK3R1*, *PRKCE*, *AKT1*, *AKT2*, and *AKT3* genes to promote the occurrence and development of diabetic retinopathy (DR) (Zolfaghari et al., 2023).

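miR-217-5p, an acinar miRNA, had a normalized value of 2344 ± 1657 (SD, n = 3) in the control group and 11388 ± 6678 (SD, n = 3) in CIH, a log2 fold change of 2.43 (standard error 1.03, adjusted p = 0.400 from limma). miR-96-5p, of the cluster of miR-183, miR-96 and miR-182, had 5.19 ± 1.32 (SD, n = 3) in the control group and 16.3 ± 5.11 (SD, n = 3) in CIH, a log2 fold change of 1.46 (standard error 0.50, adjusted p = 0.400 from limma). miR-181d-5p rested on few reads, 4, 2 and 0 reads in the control libraries and 6, 7 and 3 in the CIH libraries, with a log2 fold change of 0.94 (standard error 0.29, adjusted p = 0.400 from limma). On the normalized values, every CIH library lay above every control library for these 3 miRNAs (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). This depends on the TMM scaling. As a share of known-miRNA reads, miR-217-5p took 0.144% in CIH replicate 3, below the 0.198 to 0.955% of the control libraries. No miRNA passed an adjusted p of 0.05 in limma without a robust fit and library weights, and 8 higher and 5 lower miRNAs had an unadjusted p under 0.05. With a log2 fold change of at least 2 as well, 1 was higher, miR-217-5p, and 0 were lower. At a log2 fold change of at least 1 these numbers were 7 and 5. The other higher miRNAs at an unadjusted p under 0.05 were miR-101c, miR-101b-3p, miR-19b-3p, miR-669c-5p and miR-16-5p, at 2.50 to 3.54 times the control mean. With control replicate 1 left out, miR-101c kept an unadjusted p under 0.05 in limma, the other 4 did not, at 1.98 to 2.49 times the control mean, and the log2 fold change of miR-217-5p was 1.62, below 2. The unadjusted p was under 0.05 in limma with any library left out for miR-181d-5p and miR-382-5p. It was not for miR-217-5p and miR-96-5p without control replicate 2, CIH replicate 1 or CIH replicate 2, at log2 fold changes of 2.70, 2.25 and 2.01 for miR-217-5p and 1.46, 1.37 and 1.27 for miR-96-5p, nor for miR-101c without control replicate 2 (1.10) or CIH replicate 2 (1.09).

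Of the miRNAs named as downregulated, miR-382-5p of the Dlk1-Dio3 cluster had a log2 fold change of -1.60 (standard error 0.45, adjusted p = 0.400 from limma). It was -1.18 without control replicate 1, with an unadjusted p still under 0.05 in limma. With a robust fit in which each library was also weighted, limma called 6 miRNAs at an adjusted p under 0.05, miR-217-5p (adjusted p = 0.0134), miR-96-5p (0.0134), miR-181d-5p (0.0304), miR-669c-5p (0.00813), miR-382-5p (0.00813) and miR-423-3p (0.0304), against a smallest adjusted p of 0.135 to 0.668 in the other limma settings. For miR-181d-5p the log2 fold change and standard error were 0.949 and 0.292 in this fit and 0.936 and 0.292 without it. Its unadjusted p from limma was 0.00121 against 0.0115. For this miRNA the smaller p thus comes from how firmly the fit takes the spread as known, not from a larger or more precise change. let-7d-3p had a log2 fold change of -1.91 (standard error 1.17, adjusted p = 0.403 from limma), with 1248, 15 and 5 reads in the control libraries and 4, 7 and 5 in the CIH libraries, and its log2 fold change was -0.32 without control replicate 1. The other named miRNAs were below the level tested. miR-433-3p, miR-6969-3p and miR-5119 had 63, 62 and 46 reads in control replicate 1 and none in the other 5 libraries. Their mean values were at least 5.4-fold, 5.31-fold and 3.94-fold lower in CIH, against a floor of 3 reads over the 3 CIH libraries. miR-125a-5p had 459, 5 and 6 reads in the control libraries and 1, 1 and 0 in the CIH libraries. miR-125b-5p had 784, 5 and 3 reads in the control libraries and 3, 5 and 0 in the CIH libraries. miR-128-3p had 191, 4 and 6 reads in the control libraries and 0, 2 and 1 in the CIH libraries. miR-5126, miR-410-3p and miR-744-5p had 18, 17 and 13 reads in control replicate 1, up to 3 in each other control library and none in CIH. Of the 13 miRNAs that the paper names as downregulated, here or for qPCR, 12 had over 75% of all their reads in control replicate 1, and 7 had over 75% of their summed normalized values there.

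No list of related miRNAs passed an adjusted p of 0.05 in camera. Of 7 acinar-enriched miRNAs, 5 had a log2 fold change above 0, and the list had an adjusted p of 0.368 from camera. None of the 7 passed an adjusted p of 0.05 in limma without a robust fit and library weights. The miR-181 family, with 4 tested members, had a median log2 fold change of 0.83 (adjusted p = 0.278 from camera, and 0.566 with an estimated correlation). In it, 1 member, miR-181d-5p, was higher when adjusted over the list alone. The paper names this miRNA as upregulated on these samples, so the list is not independent evidence. The limma counts at a log2 fold change of at least 1 were 2 and 6 (higher and lower) without control replicate 1, 3 and 11 without control replicate 2, 15 and 14 without control replicate 3, 1 and 1 without CIH replicate 1, 0 and 2 without CIH replicate 2 and 5 and 7 without CIH replicate 3. As RPM, without TMM factors, limma gave 0 and 0, and the log2 fold change was 0.60 for miR-217-5p, -0.25 for miR-96-5p and -0.14 for miR-181d-5p. With library totals, edgeR gave 0 and 42, and a log2 fold change of 0.67 for miR-217-5p. From the fold change and P value of each miRNA, which its methods state was corrected by the Benjamini-Hochberg technique, the paper classifies the miRNAs of both directions as differentially expressed.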

**TABLE 2:** The top 10 newly predicted miRNAs with high miRDeep2 Score expression.

Identity	miRDeep2 score	Total RC	Mature sequence	Star sequence
chr13_15097	17.6	32	ggggguguagcucagugguagagc	gaggccccggguucaauccccggc
chr13_15099	13.9	32	ggggguguagcucagugguagagc	gaggccccggguucaauccccggc
chr9_10595	3.2	15	ucugugggaaggaacuacaagacag	acuugugguuuuacuugacuca
chr7_8611	3.2	47	ccccggagaaggcgccug	ggcgcggccggacggga
chr3_3384	3.1	18	cgcggguggggccgggggu	cagccgccgcugggcgca
chr5_6806	2.6	1578	guccugggguggacuga	ggggccccagugggcag
chr2_1668	2.5	26	aucucgcuggggccucc	gggcccaaguguugagaa
chr5_6507	2.3	1193	aucucuuggcucuggccu	gaaauacagggugaaagugauag
chr6_7970	2.2	389	cccagggcuggacugag	aagccuagaguccuggguu
chr6_7371	2.2	128	cacugguaagggcccuggg	uagggcagaggccaaugag

A volcano plot was used to display the statistical significance of the difference between the two groups’ miRNA expression levels (Figure 2B). 

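Among all 277 known miRNAs, the values of the 2 groups did not overlap for 51 (18.4%). For 3 libraries against 3, chance gives 10% on average where no values tie. It gives less here, since miRNAs read in 1 library only, such as the 39 of control replicate 1, cannot separate the groups. The miRNAs of a library share its scaling and can move together, so the distance from 10% is not a test. The share in other splits of the libraries was not counted. CIH lay above the control group for 20 of them and below it for 31. Among the 147 tested miRNAs the groups did not overlap for 36 (24.5%), with CIH above for 18 and below for 18. miR-423-3p had 13 ± 11.5 (SD, n = 3) in the control group and 2.41 ± 1.11 (SD, n = 3) in CIH, a log2 fold change of -1.78 (standard error 0.63, adjusted p = 0.400 from limma). With control replicate 1 left out, which holds 82.7% of its reads, its ratio of CIH to control went from 0.186 to 0.381 and its log2 fold change was -1.15. Its unadjusted p was not under 0.05 in limma without CIH replicate 1 or 2, at log2 fold changes of -1.58 and -1.73. miR-103-3p, miR-129-5p and miR-9-5p were at 0.191, 0.136 and 0.139 times the control mean, with log2 fold changes of -1.28, -1.51 and -1.30. Their adjusted p from limma was 0.400. When that library, which holds 82.6 to 88.9% of their reads, was left out, the ratios were 0.405, 0.389 and 0.379, and none of these 3 miRNAs kept an unadjusted p under 0.05 in limma. A read in control replicate 1 was worth 0.0639 units, against 0.188 to 0.365 elsewhere. Its share of the normalized values of miR-423-3p and of these 3 miRNAs was therefore smaller than its share of their reads. miR-101b-3p had 24.9 ± 13.4 (SD, n = 3) in the control group and 63.7 ± 16.4 (SD, n = 3) in CIH.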

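Control replicate 1 lay apart from the other 5 libraries. Over all listed miRNAs, its Pearson correlation of log2 values with another library was at most 0.833, while each pair of the other libraries reached at least 0.954. These correlations are across miRNAs, which are not independent replicates. The first principal component held 71.3% of the variance of the tested miRNAs and set control replicate 1, at 20.7, apart from the others, at -6.33 to -1.11. On the second component, with 17.2%, CIH replicates 1 and 2 were at 4.38 and 7.09, and CIH replicate 3, at -5.68, lay on the side of control replicates 2 and 3, at -3.11 and -3.90. For miR-217-5p, CIH replicate 3 had a value of 4182, near the 3868 of control replicate 3, and CIH replicates 1 and 2 had 12612 and 17368.

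**Figure D2:**
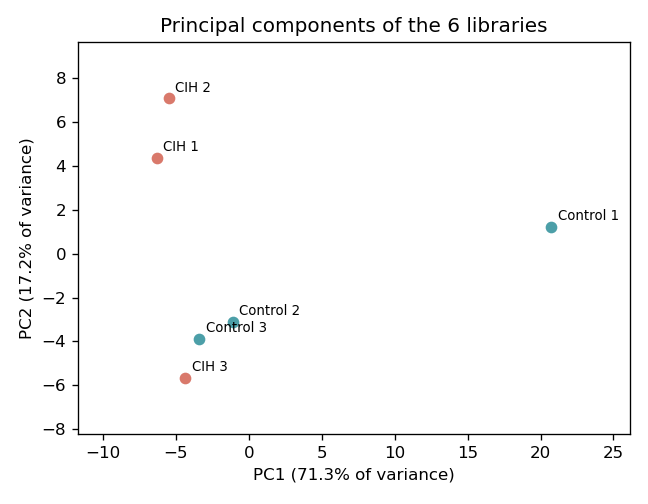
The first and second principal components of log2(normalized value + 1) of the 147 tested miRNAs, with 1 point per library. Control 1 lies at 20.7 on the first component, and the other 5 libraries lie between -6.33 and -1.11.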

Using a hierarchical clustering analysis, the DE miRNAs were sorted into groups based on similar or identical expression patterns (Figure 2C). Additionally, a scatter plot was created to visually represent the overall distribution of expression levels and differential multiples of DE miRNAs in both groups (Figure 2D).

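By mean value over the 6 libraries, the most abundant miRNAs after miR-148a-3p were miR-217-5p, miR-152-3p, of the seed family of miR-148a-3p, and miR-375-3p. This order differed between libraries. miR-152-3p was above miR-217-5p in control replicates 2 and 3 and CIH replicate 3, and the CIH mean of miR-148b-3p, 1492, was above that of miR-375-3p. miR-152-3p had a normalized value of 3022 ± 2531 (SD, n = 3) in the control group and 7715 ± 343 (SD, n = 3) in CIH (adjusted p = 0.403 from limma). Its value was 233 in control replicate 1, and the mean of the other control libraries was 4417. As a share of known-miRNA reads the groups overlapped, at 0.264 to 0.383% in the control libraries and 0.277 to 0.570% in CIH. miR-375-3p had 2376 ± 2400 (SD, n = 3) in the control group and 1233 ± 492 (SD, n = 3) in CIH, with a value of 5121 in control replicate 1. Its log2 fold change was -0.53 over all libraries and 0.28 without that library. miR-200a-3p, an epithelial miRNA, had 809 ± 625 (SD, n = 3) in the control group and 1004 ± 177 (SD, n = 3) in CIH. Its value was 94.1 in control replicate 1, and the mean of the other control libraries, 1166, was above that of CIH. At the low end, 130 of the known miRNAs were below the level tested, and 56 had no read in any CIH library. Of these 56, 39 had reads in control replicate 1 only.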

### Forecasting and labeling of miRNA target genes

We employed miRanda and Targetscan on 8 exosome-derived miRNAs (mmu-miR-181d-5p, mmu-miR-217-5p, mmu-miR-96-5p, mmu-miR-5119, mmu-let-7b-3p, mmu-miR-382-5p, mmu-miR-484 and mmu-miR-744-5p) based on the gene sequencing data of currently known and recently discovered miRNAs and related species. Annotation data were available for 3,817 TGs. Then, Cytoscape 2.8.3 was used to draw a map of the network. Figure 3 displays the anticipated TGs of each miRNA.

**FIGURE 3:**
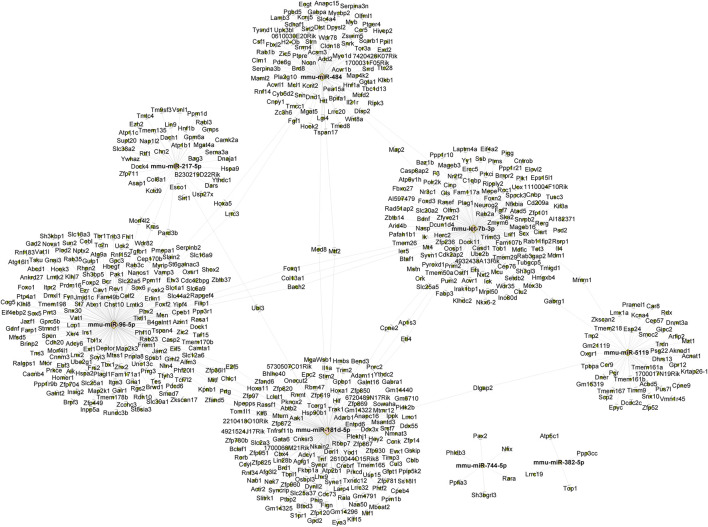
The construction of a miRNA-mRNA network for eight candidate miRNAs. The construction of a miRNA-mRNA network for eight candidate miRNAs. Pink circles represent miRNA and green circles represent targeted genes.

### The biological function prediction of DE miRNA targeted-genes

For every sequenced exosome-derived miRNA, we predicted its target gene and subsequently carried out GO analysis. Through GO analysis, enriched biological processes, molecular roles, and cellular components for the DE miRNAs were identified.

In mouse pancreatic exosomes, the TGs of DE miRNAs were found to be substantially correlated with 1937 biological process outcomes. The top ten results, ranked by p-value, are as follows: regulation of cellular metabolic process, regulation of metabolic process, regulation of nitrogen compound metabolic processes, regulation of RNA metabolic process, regulation of gene expression, regulation of RNA biosynthetic process, nitrogen compound metabolic process, regulation of nucleic acid-templated transcription, regulation of DNA-templated transcription, and regulation of transcription by RNA polymerase II (Figure 4).

**FIGURE 4:**
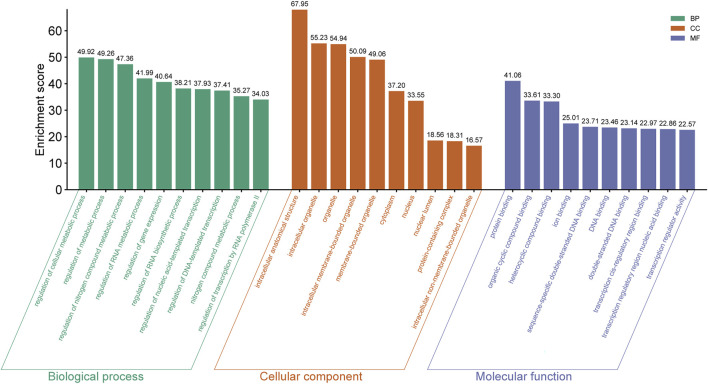
The top ten GO terms enriched with host genes in the BP, CC and MF categories (ranking by P Value) are listed.

TGs of DE miRNAs were discovered to be substantially correlated with 240 outcomes of cellular components in mouse pancreatic exosomes. Ranked by p-value, the cellular components that were found to be affected by the predicted TGs included intracellular anatomical structure, intracellular organelle, organelle, intracellular membrane-bounded organelle, membrane-bounded organelle, cytoplasm, nucleus, nuclear lumen, protein-containing complex and intracellular non-membrane-bounded organelle (Figure 4).

It was discovered that there was a substantial correlation between the molecular functions of 258 terms and the TGs of DE miRNAs in mouse pancreatic exosomes. The top ten results by leveling p-valve were protein binding, heterocyclic compound binding, ion binding, sequence-specific double-stranded DNA binding, DNA binding, transcription regulatory region nucleic acid binding, double-stranded DNA binding, transcription cis-regulatory region binding, and transcription regulator activity (Figure 4).

### Enrichment of meaningful pathways of TGs of DE miRNAs

The TGs of the most important exosome-derived miRNAs were found to be abundant in the following pathways, according to KEGG pathway analysis: MicroRNAs in cancer, Oocyte meiosis, Longevity regulating pathway-multiple species, Cellular senescence, Progesterone-mediated oocyte maturation, Glutamatergic synapse, Estrogen signaling pathway, Proteoglycans in cancer, MAPK signaling pathway and Long-term potentiation (Figure 5).

**FIGURE 5:**
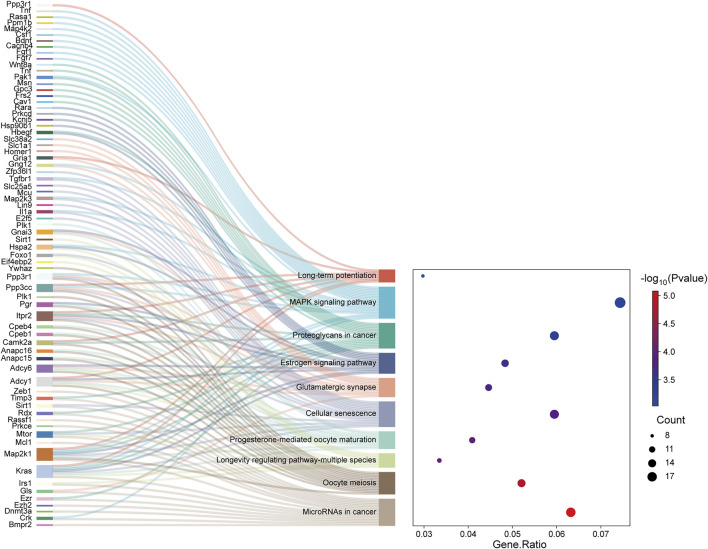
The Sankey map showed that DE genes among the transcripts are involved in the enrichment pathway obtained by KEGG pathway enrichment analysis. The dot plot showed the ratio of the number of DE gene entities to the total number of DE gene entities in each enriched pathway (FDR-adjusted P-value <0.05).

### Validation of exosome-derived DE miRNAs

For 8 exosome-derived miRNAs with notably varied expressions, we employed qPCR to demonstrate the expression levels. 

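In the sequencing data, miR-181d-5p, miR-217-5p and miR-96-5p had mean values in CIH of 6.16, 4.86 and 3.14 times those of the control group. Without control replicate 1 these ratios were 6.87, 3.53 and 2.79. let-7b-3p had 25, 11 and 1 reads in the control libraries and 1, 0 and 0 in the CIH libraries, and miR-484 had 53, 5 and 2 reads in the control libraries and 1, 0 and 1 in the CIH libraries. miR-382-5p had 97, 16 and 5 reads in the control libraries and 1, 2 and 1 in the CIH libraries. miR-744-5p had 13, 2 and 2 reads in the control libraries. Its mean value was at least 2.30-fold lower in CIH, against the floor of 3 reads over the 3 CIH libraries. The control mean was 0.571, and 0.441 without control replicate 1, against 0.249 for this floor. Of the 8 miRNAs, 4 were above the level tested. None passed an adjusted p of 0.05 over all tested miRNAs in limma. miR-217-5p, miR-96-5p, miR-181d-5p and miR-382-5p passed, with the limit given above for miR-181d-5p, with the robust fit and library weights. Of these, 3 were higher and 1 was lower without them when adjusted over the list alone, which is not independent evidence since the study chose the list on these samples. The sample labels name the mouse build mm9, and the table holds no coordinates, so the genes are placed in GRCm38 from GENCODE M21. Mir217 lies on chromosome 11, 28763728 to 28763835, in an intron of the non-coding gene Gm12082. Mir96 lies on chromosome 6, 30169446 to 30169551, beside Mir183 and Mir182. Mir181d lies on chromosome 8, 84178716 to 84178787, in an intron of Nanos3. Mir5119 lies on chromosome 11, 98262606 to 98262662, in an intron of Cdk12. Mir744 lies on chromosome 11, 65734733 to 65734832, in an intron of Map2k4. Mirlet7b lies on chromosome 15, 85707319 to 85707403, in an exon of the non-coding gene Lncppara. Mir382 lies on chromosome 12, 109733771 to 109733846, in an exon of the non-coding gene Mirg. Mir484 lies on chromosome 16, 14159626 to 14159692, on the strand opposite to an exon of Marf1.

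**Figure D3:**
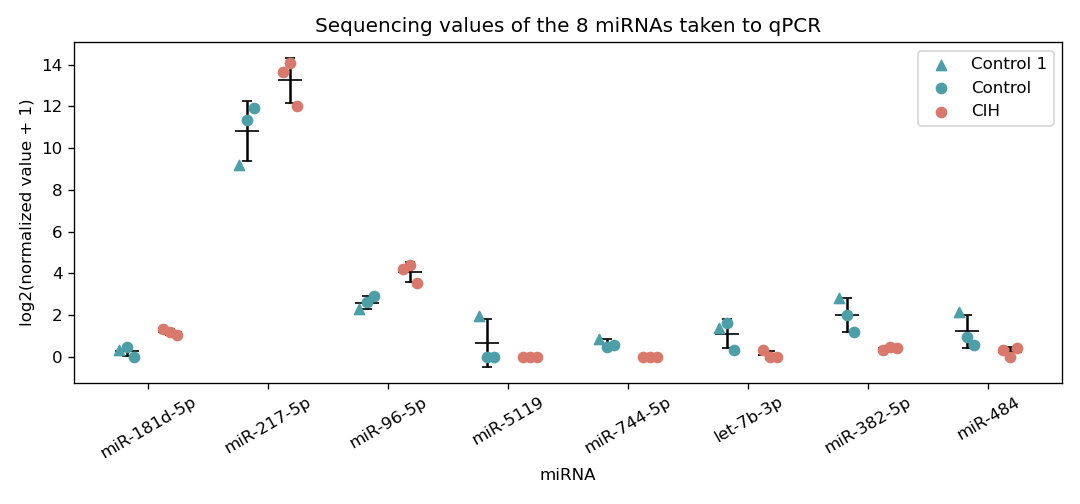
log2(normalized value + 1) of the 8 miRNAs in each library, with the mean and SD of each group of 3 as a bar and a whisker. The triangle marks Control 1, which holds the reads of miR-5119 in full and has the highest value of miR-382-5p, at 6.20 before the log.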

The results showed that the expression trends of 8 miRNAs identified by qPCR (mmu-miR-181d-5p, mmu-miR-217-5p, mmu-miR-96-5p, mmu-miR-5119, mmu-miR-744-5p, mmu-let-7b-3p, mmu-miR-382-5p and mmu-miR-484) was similar to that of sequencing data, as visually summarized in Figure 6. The reliability of our miRNA-seq data was shown by this outcome.

**FIGURE 6:**
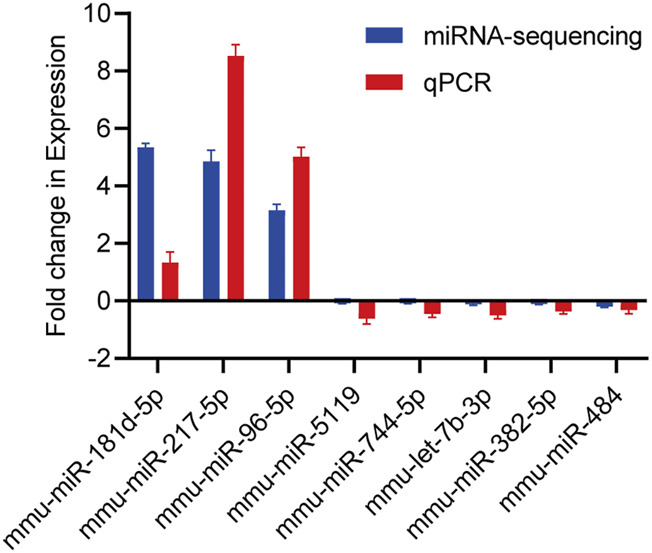
Validation of candidate miRNAs by miRNA-sequencing and qPCR. The upwards represents upregulation, while the downwards represents downregulation. Data are presented as mean ± SD from technical triplicates. Bar plots represent the normalized expression levels of these miRNAs, showing trends consistent with the miRNA-sequencing data. Statistical significance was determined using Student’s t-test (p < 0.05). Quantitative PCR was performed for each cDNA sample in technical triplicate.

## Discussion

To the best of our knowledge, this work reported the expression profile of exosomal miRNAs in a mouse model of pancreatic injury caused by OSA for the first time. In addition, our study showed some potential targets and pathways for exosomal miRNA involvement in pancreatic injury. More importantly, this study tried to characterize the consequences of exosome-derived miRNAs in OSA-related diabetes mellitus and widened our understanding of their roles.

Recurrent apnea or hypopnea during sleep, which lowers blood oxygen saturation, is the hallmark of OSA (Yeghiazarians et al., 2021). The risk of several comorbidities, including diabetes mellitus, depression, dementia, cardiovascular and cerebrovascular disease, and even some types of cancer, may rise with severe OSA (Hunyor and Cook, 2018; Vanek et al., 2020). Notably, a number of studies are discovering that OSA is thought to contribute to pancreatic damage (Wang et al., 2019). Nonetheless, there are still certain challenges in researching the connection between pancreatic damage and OSA. First, it is difficult to pinpoint a single mechanism of OSA induction since, individuals with pancreatic damage caused by OSA often have many risk factors, such as obesity, diabetes mellitus, and smoking. Moreover, because pancreatic damage, such as chronic pancreatitis, often takes years to become clinically visible, it is difficult to determine changes in pancreatic damage status in OSA patients. Due to the limitation of research on the macroscopic causal relationship between OSA and pancreatic injury, scientists are now looking at novel targets in the fields of molecular biology and epigenetics.

Exosomes are small molecular cellular vesicles, varying in size from 30 nm to 150 nm, and are produced by most body cells (Yang et al., 2020; Hu et al., 2020; Whitford and Guterstam, 2019). Exosomes can transport mRNAs, miRNAs, ncRNAs, proteins, lipids, and metabolites (Mori et al., 2019; Hu et al., 2020; Isaac et al., 2021). According to research by Tan, S., et al., tumor-derived exosomal miRNAs cause matrix reprogramming in the tumor microenvironment, which creates a microenvironment conducive to tumor development, metastasis, immunological evasion, and treatment resistance (Tan et al., 2020). In addition, Nahand et al. have shown that exosomal miRNAs are linked to the viral infection process (Nahand et al., 2020). But it's still unknown how exosome-derived miRNAs affect the way OSA causes pancreatic damage in mice.

In the current work, we sequenced the samples to better understand the expression profile of exosomal miRNAs in mice with pancreatic damage produced by CIH. We discovered 33 downregulated miRNAs, 55 newly predicted miRNAs, and 3 upregulated miRNAs. After that, we used qPCR to verify the sequencing data, and concluded that the change trend in the sequencing data was in line with the qPCR data. It is noteworthy that the specific biological roles of exosomal miRNAs in mouse model of CIH-induced pancreatic damage tissue and associated target genes remain elusive.

Beyond their potential regulatory roles, the newly predicted miRNAs may hold diagnostic value and play roles in endocrine regulation (Singh et al., 2024). Their specific presence in exosomes derived from injured pancreatic tissue positions them as potential non-invasive biomarkers. Supported by high miRDeep2 scores, these miRNAs are high-priority candidates for future studies aimed at verifying their diagnostic utility and endocrine regulatory functions in OSA-related pancreatic pathophysiology. To investigate the biological activities of certain targets and pathways, we performed KEGG and GO analyses for the target genes. According to BP results, regulation of cellular metabolic process is the most enriched term. Le’s research has demonstrated that colonization of the intestinal microbiota in patients with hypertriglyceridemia pancreatitis (HTGP) can recruit neutrophils and increase the formation of neutrophilic extracellular traps (NETs), thus exacerbating pancreatic injury and systemic inflammation (L et al., 2023). According to Wang, Y., et al., strong antioxidant tempol was found to inhibit IH-induced pancreatic apoptosis by upregulating Bcl-2 levels and downregulating Bax and cleaved caspase-3 levels (Wang et al., 2019). However, Studies on the other potential targets and molecular markers linked to pancreatic injury caused by OSA are not entirely clear.

KEGG pathway analysis identified several enriched signaling pathways, with the top five being microRNAs in cancer, progesterone-mediated oocyte maturation, oocyte meiosis, longevity regulating pathway-multiple species, and cellular senescence. While pathways such as 'MicroRNAs in cancer,’ 'Cellular senescence,’ and the 'MAPK signaling pathway’ have well-documented roles in apoptosis, inflammation, and insulin resistance, the enrichment of others including 'Oocyte meiosis’ and 'Progesterone-mediated oocyte maturation’ requires careful interpretation. This likely does not reflect a direct physiological role in oocyte function but rather implicates shared core cell cycle regulators (e.g., CDK1, PLK1) and conserved signaling molecules across biological processes (Das and Arur, 2022). *Kras*, *Gls*, *Bmpr2*, *Irs1*, *Foxo1*, and *Map2k1* were related to the pathways mentioned above. Dai’s study showed that extracellular KRAS^G12D^ was packaged as exosomes and then was taken up by macrophages via an AGER-dependent mechanism, thus promoting the polarization of pancreatic tumor-associated macrophages (Dai et al., 2020). Li’s work revealed that the decreased expression of LncRNA *MEG3* (*MEG3*) and *FOXO1* can lead to autophagy dysfunction and pyroptosis of pancreatic β-cells (Li et al., 2022). In addition, the decreased expression of the Irs1 gene has an anti-apoptotic effect on the pancreas and INS-1 cells of diabetic rats, and helps to protect the pancreatic tissue of rats (Li et al., 2017). Notably, it is unknown how these genes function in pancreatic injury caused by OSA. The significant enrichment of these pathways in our CIH pancreatic injury model suggests a profound dysregulation of fundamental cellular processes, such as cell cycle control and survival signaling. Therefore, the subsequent discussion will focus on pathways with more established relevance to pancreatic pathophysiology. The MAPK pathway was of particular interest due to its established crucial role in the pathophysiology of pancreatic injury. In acute pancreatitis (AP), p38 MAPK is activated early and promotes inflammation, apoptosis, and tissue damage. Inhibition of p38 MAPK (e.g., by SB203580) has been shown to alleviate pancreatic inflammation and associated acute renal injury in AP models (Bläuer et al., 2021; Zhang et al., 2021). In the context of chronic pancreatitis (CP), MAPK signaling drives inflammatory cell infiltration and fibrosis, a phenomenon underscored by the therapeutic effects of agents like Dachaihu Decoction (DCHD), which act through modulation of the MAPK pathway (Li et al., 2025).

To investigate potential meaningful targets for exosomal miRNAs in mouse pancreatic tissue induced by OSA, we performed a ceRNA analysis and mapped a CNC network. In the upregulated miRNAs, such as mmu-miR-181d-5p, Li’s study indicated that inhibiting the expression of the *YTHDC2* gene could effectively prevent ferroptosis (Li et al., 2024). *YTHDC2* is also represented in our CNC network map, and the relationship between this gene and pancreatic injury in mice is unclear. In the downregulated miRNAs, such as mmu-let-7b-3p, *FOXD3* is seen to be associated with this miRNA. According to research by Facuz et al., a deficiency in Foxd3 results in an increase in the proliferation of insulin-expressing cells, an absence of neural crest cells, and insulin-positive areas (Faucz et al., 2023). They discovered that while the quantity of cells expressing insulin rose, there was a notable hindering of β-cell maturation. In our study, the relationship between abnormal *FOXD3* expression and the downregulation of this miRNA in mouse pancreatic injury tissue induced by OSA needs to be further investigated.

However, there are some limitations in our study. First, the small sample size (n = 3 per group) in this exploratory study limits the statistical power and generalizability of our findings. Future studies with larger cohorts and *a priori* power calculations are warranted to validate these results. Second, the current study lacks functional validation of the identified DE miRNAs. While our sequencing and bioinformatics analyses provide a crucial first map of the altered miRNA landscape, the proposed roles of miRNAs such as mmu-miR-96-5p and mmu-let-7b-3p remain speculative. Future studies employing *in vitro* models (e.g., miRNA mimics/inhibitors in pancreatic β-cell lines like MIN6 or INS-1 exposed to intermittent hypoxia) or *in vivo* approaches in suitable models are essential to definitively establish the causal roles of these miRNAs in CIH-induced pancreatic injury. Third, our understanding of the expression profile of exosome-derived miRNAs in OSA-induced mice pancreatic damage tissue is limited, and more epigenetic research is required to fully understand the function of individual miRNAs. Fourth, HE pathological scores should be made for pancreatic tissues in each group, which will make the results more convincing. Lastly, it should be noted that while our study utilizes a well-established CIH model to simulate the hypoxic stress of obstructive sleep apnea, clinical OSA is a multifactorial condition that also involves sleep fragmentation, physical airway obstruction, and intrathoracic pressure changes. The CIH model primarily reproduces the intermittent hypoxia component, which is a key driver of metabolic and pancreatic dysfunction in OSA. Therefore, future studies incorporating other OSA features may provide a more comprehensive understanding of the disease pathophysiology.

In addition, a key limitation of this study is the lack of direct correlation between the identified exosomal miRNA signatures and functional metabolic parameters (e.g., insulin levels, glucose tolerance) or quantitative histology data (e.g., β-cell mass, apoptosis) obtained from the same cohorts. Although our prior work confirms that this chronic intermittent hypoxia (CIH) model induces pancreatic injury and metabolic dysfunction (Chen et al., 2023), future studies must directly integrate these molecular profiles with phenotypic outcomes. Such integration is essential to establish causal links between specific miRNAs and the manifestations of pancreatic damage, ultimately validating their roles as key mediators or biomarkers.

In conclusion, our research revealed the miRNA expression profile of exosomes in mouse pancreatic damage tissue caused by OSA for the first time, offering fresh perspectives for future research on related targets.

## Data Availability

The datasets generated and analysed during the current study are available in the GEO repository, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE279909, enter token into the box is efehusmcblyprof.

How the deposited data were processed for this re-analysis (not part of the article)

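Exosomal small RNA of the pancreas of 3 CIH mice and 3 control mice was sequenced, and the deposited table holds known miRNAs. According to the paper, the authors removed other non-coding RNA with Bowtie, matched reads to miRBase with at most 1 mismatch and standardized the expression as TPM. The submitters' processing notes name DESeq2, edgeR and the build mm9. The signal values that the authors deposited are CPM of the TMM effective library size, found by recomputing them, and all columns of the table were used. The sample labels map each library to its group and replicate number. No annotation of mm9 was used, and coordinates are those of GRCm38.

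The main comparison used limma 3.58.1 with a trend on log2(value + 1) over the 147 miRNAs with a value of at least 1 in 3 libraries, and Benjamini-Hochberg adjustment. The design named limma for normalized values and edgeR for counts, and since the deposited values are normalized, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads were alternatives (R 4.3.3). Other alternatives changed the pseudocount, the filter, the scaling, the libraries and the replicate block, or took a robust empirical Bayes fit together with array weights for the libraries. Some alternatives were added after the data were seen. These are the edgeR quasi-likelihood test with TMM and edgeR's own filter, the edgeR exact and likelihood-ratio tests, RPM with and without miR-148a-3p, and TMM recomputed without control replicate 1. The other edgeR settings, also with the quasi-likelihood test, were set before: no filter, at least 10 reads in 3 libraries, RLE factors and library totals. Exact permutation tests were run over all splits of 3 against 3. Lists of related miRNAs were tested with camera at a preset correlation of 0.01 and at an estimated one, and with fry, where at least 3 members were tested. Lists, main test and alternatives, apart from those named as added, were set before the data were examined. The paper had been read by then, and several lists hold miRNAs that it names as changed on these samples, so they are not independent of it. These are the acinar-enriched and neural miRNAs, the miR-181, miR-125 and let-7 families, the clusters of miR-183 and Dlk1-Dio3, and the miRNAs with high miRBase numbers.

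The miRNAs named in the text are those that the paper names, those with the smallest p in each direction, the most abundant ones, the most abundant members of the lists, and miR-210 and miR-375. The fold changes reported are those of the paper's miRNAs, of miRNAs with an unadjusted p under 0.05, and of miR-375-3p. Reads of 1 miRNA can be counted for a near-identical copy, and let-7a-1-3p and let-7c-2-3p had the same reads in every library, as did miR-199a-3p and miR-199b-3p. A share of 0 reads was given the upper limit of 3 reads, and intervals are 95% Wilson intervals.

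The steps were tested on simulated reads for 277 miRNAs, with 10 miRNAs changed by each fold in each of 20 runs. Reads were drawn by the TMM effective library sizes, which give control replicate 1 the most reads, whereas it had the fewest. The changed miRNAs were drawn from the more abundant ones. All miRNAs had the same dispersion, and no library was set apart. The recovery of changes in low miRNAs, or with a library like control replicate 1, was therefore not measured. At the common dispersion estimated from these libraries (0.589), limma recovered 12.5% of 4-fold and 37.5% of 8-fold changes at an adjusted p of 0.05. At a dispersion of 0.05 it recovered 100% of both. The newly predicted miRNAs, the predicted target genes and the qPCR values were not analysed here.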

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

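Counts are given as higher and lower in CIH, and the cause of each change was not tested. No miRNA passed an adjusted p of 0.05 in limma (8 higher and 5 lower at an unadjusted p under 0.05), in DESeq2 or in the edgeR quasi-likelihood and exact tests, but 6 did in limma with a robust fit and library weights and 1 did in the edgeR likelihood-ratio test. At an unadjusted p under 0.05 and a log2 fold change of at least 1, 7 and 5 miRNAs passed in limma. The counts were 7 and 4 with a pseudocount of 0.1, 1 and 0 with a pseudocount of 10, 7 and 6 with no filter, 3 and 0 with a minimum of 10 in 3 libraries, 4 and 5 with median centring, 11 and 16 with a robust fit and library weights, 3 and 17 with DESeq2, 8 and 1 with limma voom, 3 and 5 with edgeR with RLE factors, 0 and 42 with edgeR with library totals, 3 and 43 with edgeR without a filter, 4 and 7 with edgeR with at least 10 reads in 3 libraries. At a log2 fold change of at least 2, the counts were 1 and 0 in limma, 3 and 4 with a pseudocount of 0.1, 0 and 0 with a pseudocount of 10, 1 and 1 with no filter, 1 and 0 with a minimum of 10 in 3 libraries, 0 and 0 with median centring, 1 and 0 with a robust fit and library weights, 1 and 14 with DESeq2, 6 and 1 with limma voom, 0 and 5 with edgeR with RLE factors, 0 and 42 with edgeR with library totals, 1 and 39 with edgeR without a filter, 1 and 6 with edgeR with at least 10 reads in 3 libraries.

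Among alternatives added after the data were seen, the counts at a log2 fold change of at least 1 were 4 and 7 with the edgeR quasi-likelihood test and its filter, 3 and 33 with the edgeR exact test without a filter, 6 and 48 with the edgeR likelihood-ratio test without a filter, 7 and 16 with the exact test without control replicate 1, 0 and 0 with RPM, 0 and 37 with RPM without miR-148a-3p, 2 and 6 with TMM recomputed without control replicate 1. At a log2 fold change of at least 2 they were 1 and 6 with the edgeR quasi-likelihood test and its filter, 2 and 32 with the edgeR exact test without a filter, 3 and 46 with the edgeR likelihood-ratio test without a filter, 2 and 5 with the exact test without control replicate 1, 0 and 0 with RPM, 0 and 23 with RPM without miR-148a-3p, 0 and 0 with TMM recomputed without control replicate 1. The median log2 fold change of the tested miRNAs was -0.16 in limma, -1.68 with RPM, -1.10 with miR-148a-3p left out of the totals and -3.13 in edgeR with library totals.

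Leaving out each library in turn gave 0 to 15 higher and 1 to 14 lower miRNAs at a log2 fold change of at least 1, and 0 to 9 higher and 0 to 6 lower at a log2 fold change of at least 2. With the replicate block the counts were 4 and 9 and 0 and 0. The replicate numbers were not taken to pair the libraries: the deviations of control and CIH libraries with numbers 1, 2 and 3 correlated at -0.10, -0.01 and 0.06, and no control library correlated best with the CIH library of its number.

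Signs turned for miR-96-5p (-0.25 with RPM, -1.27 with library totals), miR-16-5p (-0.39 and -1.09), miR-101b-3p (-0.34 and -0.96), miR-181d-5p (-0.14 with RPM) and miR-101c (-0.15 with library totals). miR-217-5p kept its sign but went from 2.43 to 0.60 with RPM and 0.67 with library totals, and miR-375-3p from -0.53 to -2.36 and -5.27. miR-375-3p went to 0.29 with a robust fit and library weights, 0.26 in the exact test without control replicate 1, 0.23 with TMM recomputed and -1.18 to 0.28 when single libraries were left out. No list passed under any alternative run.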

Differences from the paper's values

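The paper gives 3 upregulated and 33 downregulated miRNAs at a log2 fold change of at least 2, and limma on the deposited values gave 1 and 0. The legend of Figure 2 gives a fold change of at least 2, and at that threshold limma gave 7 and 5. Counts are given as higher and lower in CIH, at an unadjusted p under 0.05, whereas the paper's methods state that the P values were corrected by the Benjamini-Hochberg technique. At an adjusted p of 0.05, limma and each alternative set before the data were examined gave 0 and 0, apart from 4 and 2 with a robust fit and library weights, so the counts that follow are not at that criterion. Of the alternatives set before the data were examined, at a log2 fold change of at least 2 the number of higher miRNAs came within 1.5 times of the paper's with a pseudocount of 0.1 (3) and without CIH replicate 3 (2), and the number of lower ones with edgeR without a filter (39) and with library totals (42). At a fold change of at least 2 the number of higher miRNAs did so with DESeq2 (3), RLE factors (3), edgeR without a filter (3), edgeR with at least 10 reads in 3 libraries (4), a minimum of 10 in 3 libraries (3), median centring (4), the replicate block (4), and without control replicate 1 (2) or 2 (3). The number of lower ones did so with edgeR without a filter (43) and with library totals (42). The other alternatives differed from the paper in both numbers.

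A like count did not mean like miRNAs. The paper names 3 higher and 13 lower miRNAs, and of these limma called 2 and 1 at a fold change of at least 2. Of the 13, 2 were above the level tested. DESeq2, the tool that the paper names, called 2 of the 3 and 3 of the 13, and gave no p for 3 of the 13, miR-125a-5p, miR-125b-5p and let-7d-3p. The pseudocount of 0.1 called 3 and 1, no filter 2 and 4, leaving out control replicate 3 2 and 2, leaving out CIH replicate 3 3 and 1, and the replicate block 0 and 2. edgeR without a filter called 2 and 13. edgeR with library totals called 0 and 0, but it tested only the 114 miRNAs that passed edgeR's own filter. By their reads, none of the 13 and not miR-181d-5p reached the level of that filter, so the 0 for the lower miRNAs was set by the filter.

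The edgeR exact test without a filter, chosen after seeing the values, gave 3 and 33 at a fold change of at least 2, and it drops 1 of the 16 miRNAs that the paper names, miR-5119 (p = 0.0572 in the edgeR exact test). At a log2 fold change of at least 2 it gave 2 and 32. It was tried beside the edgeR quasi-likelihood test, which gave 4 and 7 on the 114 miRNAs that passed its filter and 3 and 43 without a filter, and beside the likelihood-ratio test, which without a filter gave 6 and 48 at a fold change of at least 2 and called 3 and 13 of the named miRNAs. Without control replicate 1 the exact test called 3 and 4 of them.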

Other observations

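Of the tests in this part, the list tests and the correlation without miR-148a-3p were set before their results were seen, and the others after. Several groups not described beside the paper's sentences held few or no members past an unadjusted p of 0.05, and none passed an adjusted p of 0.05 in camera. The median log2 fold change was -1.90 for 3 tested erythroid miRNAs (miR-486a-5p, miR-486b-5p and miR-451a, adjusted p = 0.278 from camera, and 0.566 with an estimated correlation) and 1.06 for 3 of the miR-29 family (adjusted p = 0.278). It was -0.38 for the Dlk1-Dio3 cluster (0.400), 0.61 for the islet-enriched miRNAs (0.395), -0.34 for the let-7 family (0.586), -0.59 for the mesenchymal miRNAs (0.368), -0.64 for the miR-10/99/100 family (0.368), -0.69 for the miR-17/92 and paralogous clusters (0.356), 0.40 for the cluster of miR-183, miR-96 and miR-182 (0.368), -0.20 for the miR-200 family (0.934), -0.66 for the miR-23/27/24 clusters (0.278), -0.07 for the miR-30 family (0.712), with the adjusted p from camera in parentheses. The miR-200 family has a mean of 0.04. Without control replicate 1 the median was -0.97 for the erythroid miRNAs, 0.15 for the miR-29 family, 0.35 for the miR-10/99/100 family, 0.16 for the let-7 family, -0.09 for the mesenchymal miRNAs, -0.11 for the Dlk1-Dio3 cluster, 0.26 for the islet-enriched miRNAs and 0.01 for the miR-30 family. Of the neural miRNAs, miR-9-5p and miR-129-5p were tested, and both were lower when adjusted over the list alone, but without control replicate 1 neither had an unadjusted p under 0.05 and the median was -0.70. Fewer than 3 members were also tested of the endothelial miRNAs, hepatocyte miRNAs, leukocyte miRNAs, miR-125 family, miRNAs with high miRBase numbers and muscle miRNAs, and no listed miRNA belonged to the hypoxia-induced list.

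Control replicate 1 stood apart from the other libraries. Its reads other than miR-148a-3p were thinned to the number in each other library. Control replicate 1 would then still list at least 57.9 more miRNAs than that library (SD 2.98). This cannot tell whether more reads of other miRNAs account for its longer list, since the listed miRNAs favour this library. Of these, 276 had a read in it and 39 had reads in it only. No miRNA with under 3 reads in every library was listed. With miR-148a-3p left out of the totals and of the correlation, the highest correlation of control replicate 1 with another library was 0.762. It stayed below the lowest of the other pairs, 0.891, so the value of miR-148a-3p itself does not account for the low correlations. Whether its smaller share acts through more reads of other miRNAs stays open, since those reads were kept. A different share of acinar cells would move miR-217-5p, miR-216a-5p and miR-216b-5p alike. As RPM, all 3 were higher in this library, at 2.70, 1.66 and 166 times the other libraries, and their log2 ratios differed by up to 6.65. On the normalized values the first and second were lowest and miR-216b-5p highest in this library. The difference of the ratios rests on miR-216b-5p, so the share of acinar cells stays open. A mislabelled sample was not tested, and apart from the share of acinar cells no biological explanation was tested, since the design names no difference among control mice.

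The 13 miRNAs that the paper names as downregulated were lower in CIH on average. Whether this rests on control replicate 1 alone cannot be told apart from a smaller difference in the other libraries: for 5 of the 13 the mean of control replicates 2 and 3 was at least 2 times that of CIH, or of the floor of 3 reads where this is higher, but on few reads, and 4 of the 13 had an unadjusted p under 0.05 in the edgeR exact test without that library (smallest adjusted p = 0.317). Of the 33 lower miRNAs of the exact test, 6 were called again without it.

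The 10 splits of the 6 libraries are too few for a share under 0.05. The real split gave 12 miRNAs at a log2 fold change of at least 1 and an unadjusted p under 0.05, against at most 10 in another split, so 1 split, the real one, gave as many. At a log2 fold change of at least 2 it gave 1, against 4, and 4 splits gave as many. At an adjusted p of 0.05 it gave 0 miRNAs and 0 lists, which all 10 splits reach by construction, and the highest other split gave 3 miRNAs and 1 list. The robust fit with library weights was not run on the other splits.

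The reads of miR-148b-3p were 0.0604 to 0.0880% of those of miR-148a-3p in the 6 libraries, and the SD of the log2 ratio, 0.217, was the smallest of 149 miRNAs read in all libraries, followed by miR-574-5p at 0.236. The mature sequences of miR-148a-3p and miR-148b-3p differ by C9T and T10C, counted from the 5′ end.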
